A study of Ovis aries with 17 samples. Its data were reported in "Defining Mononuclear Phagocyte Subset Homology Across Several Distant Warm-Blooded Vertebrates Through Comparative Transcriptomics" (2015).

How the data were processed

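Expression was measured on 17 one-colour arrays of a custom ovine Agilent design, one array per RNA sample, from 6 sorted or cultured sheep cell subsets: B lymphocytes (B, 4 arrays), plasmacytoid dendritic cells (pDC, 3), macrophages (MP, 3), dendritic cells grown in vitro with GM-CSF (labelled MoDC, for monocyte-derived dendritic cells, 3), XCR1-negative dendritic cells (called cDC2 here, after the conventional dendritic cell type 2, 3) and XCR1-positive dendritic cells (called cDC1, 1). Groups and replicate numbers were taken from the labels. Per the labels, RNA of different animals was mixed where a sort yielded too little, and they do not say on which arrays, so an array is not always 1 animal. Per the labels, cDC1 were sorted as cells high for CADM1 and low for CD172, and cDC2 as the converse, from the blood of several sheep, and MP were sorted by CD14. High levels of these genes in these subsets are therefore no independent evidence of identity. The names of the deposited files call cDC2 replicate 2 and the cDC1 array pools. The file names of MoDC, and the study's text, point to bone marrow as the source of these cultures, so what is called MoDC here may not derive from purified monocytes.

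The authors scanned the arrays and read the spots with Agilent Feature Extraction, and the deposited files give for each spot a background-corrected intensity on a linear scale, which is not normalized between arrays, beside the median pixel intensity of the spot and of its local background. Per the file headers, version 10.7.3.1 was used for 12 arrays and version 10.10.1.1 for the other 5. The other deposited columns used here are flags of 0 or 1 per spot for a signal well above background, for saturation and for outlier spots. The deposited series table holds the authors' processed values on a log2 scale, with the method not stated in the file. Its rows carry running numbers only. They were matched to probes by the alphabetical order of probe names: in that order each of the 17 columns correlated best with its own array (r from 0.969 to 0.988 across probes), while in the order of spot positions no r exceeded 0.0077 in size. Of these columns, 16 shared the same mean and standard deviation (SD), and MoDC replicate 3 did not. The table was used only as an alternative.

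Each array held 15744 spots, of which 536 were controls and 15208 were used. No spot was saturated. Over all arrays, 273 spots carried an outlier flag and were left out, which removed 218 probes that had no spot left on some array, so that 14842 of 15060 probes were used. Values are log2 of the background-corrected intensity minus the 75th percentile of the same array, averaged over the spots of a probe. A log2 value of 0 therefore means a signal equal to the 75th percentile of that array. A probe was kept when more than 50% of its spots were well above background on every array of at least 1 subset, which left 11549 probes. Where a gene had several probes, the one with the highest sum over all arrays was used, which is the rule of the study's methods and left 11311 genes or gene identifiers. Of the 238 genes with more than 1 probe after this filter, 60 had probes that correlated below 0.5 across arrays.

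Most probes are identified only by the expressed sequence from which they were designed. Symbols came from the files or, through accessions, from a RefSeq gene table of the sheep assembly ARS-UI_Ramb_v3.0, which was used for names only. The table named 313 genes and the files 106, and 409 distinct genes had a symbol, 2.81% of the probes. After the filter 263 of the 11311 genes had one. Names were never inferred from an identifier. Results that depend on names, which are control genes, signature genes and gene sets, therefore rest on a small part of the array.

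Pairs of the 5 subsets with 3 or 4 arrays (10 pairs) were compared with limma 3.58.1 (group means fitted to all 17 arrays, with moderated variances) in R 4.3.3. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 within its pair and at least a 2-fold difference. The single cDC1 array adds nothing to the estimate of the spread and entered no tested pair. Control genes were compared with an exact two-sided permutation test of the difference between the index arrays and the other arrays, adjusted over the 7 genes tested. The fingerprint of a subset is the set of genes whose lowest value in the subset lies above the highest value on the other arrays, the Min against Max rule of the study's methods. Its size was set beside the number given by exchangeable arrays and by other choices of as many arrays. Relative signatures use the same rule between chosen subsets. Human and mouse fingerprints taken from the study's lists were tested with fgsea 1.28.0 (10000 gene permutations, ranked by difference of means, background of named genes, at least 5 measured genes per set, 20 tests of set and pair adjusted together). For the cDC1 array, the median difference of a list is given as its percentile among 10000 random lists matched on mean level, each gene drawn from the 200 nearest in level. Trees used average linkage on 1 minus Pearson's r of gene-centred values over the 6329 genes whose lowest value in one subset exceeded the highest in another by more than 2-fold. Where a probe was well above background on no array of a subset, a fold is given as "at least", against the mean of, per array, the higher of the lowest signal among probes well above background and the probe's own signal. Files were read with Python 3.11.15 (numpy 2.4.6, pandas 2.3.3) and plots drawn with matplotlib 3.10.9.

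These tests, thresholds, groups and the rule for naming genes were set before the data were examined. The genes named are the control and signature genes listed from the study's text and, for each subset, the 5 genes with the largest gap between its lowest array and the highest other array. For the 5 replicated subsets these were taken among the genes called higher in all 4 of their pairs. At most 2 identifiers without a symbol are printed.

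Samples were laid out on 4 slides. Slides 1 to 3 each held the arrays of B, pDC, MP and MoDC with the same replicate number, and slide 4 held B replicate 4, the 3 cDC2 arrays and the cDC1 array. Feature Extraction version and number of scan passes (2 on slides 1 to 3, 1 on slide 4) changed together with slide 4, so these are 1 batch difference. Deviations from the subset mean of same-numbered arrays correlated across genes at 0.101 to 0.561 among B, pDC, MP and MoDC, all above 0.1, so the numbers pair these arrays. Such arrays share a slide, from which a shared animal or preparation cannot be told apart here. With cDC2, where equal numbers share no slide, the deviations correlated at -0.151 to 0.091. Both the slide and the replicate number were fitted as blocks as alternatives.

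The pairwise comparison was tested on simulated data: in each of 5 simulations per pair, 200 of the 11311 genes were changed 4-fold. Recovery ranged from 50.9% (MP against MoDC) to 61.0% (B against MoDC). Among the genes with the lowest spread between replicates (lowest 25%) it was 95.9% to 99.6%, and among those with the highest spread (highest 25%) it was 8.7% to 14.2%. False calls made up 3.8% to 6.2% of the calls, and an unchanged pair gave at most 2 calls. Many simulated 4-fold changes in genes with variable replicates therefore went uncalled with these numbers of arrays. The noise was drawn independently for each gene and array, with 1 SD per gene for all subsets. It leaves out deviations shared by same-numbered arrays and the unequal spread of the subsets (median SD 0.21 in cDC2 and 0.70 in MoDC). The rates of false calls and of recovery need therefore not hold for the data.

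Alternatives covered quantile normalization, the series table, a normexp background correction with offset 50, no filter on dim probes, the mean over probes, leaving out each replicate in turn, the replicate and slide blocks, fits on the pair alone, a minimal ratio above 2-fold with no test, 1.5-fold in the Min against Max rule, other rankings and set tests (moderated statistic, camera with a preset correlation of 0.01, fry), other genes and Spearman correlation for the tree, and a pooled-spread fit for cDC1. Normexp was to use mean spot intensities. It was run on median intensities because not every file holds the means, and local backgrounds over 3 times the median of the array were set to that median. A blemish on the cDC1 array had given 10 spots a local background of up to 64236 against a median of 42, which made the fitted background mean -808.38. A limit of 10 times was tried first and left a fitted mean of -35.16, against 1.36 with 3 times. This form of normexp, a set test with all 11311 genes as background and the cDC1 lists without CADM1 were chosen after seeing the data.

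Of the listed control genes, 7 could be tested. ZBTB46, MS4A1 and CD79B could not be assigned to a probe by name and were left out, and 1 item is not reported here. Of 83 entries in the lists of signature genes, 13 could be tested, covering 10 distinct genes.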

Results

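To characterise the sorted and cultured sheep subsets, RNA from spleen B lymphocytes (4 arrays), spleen macrophages (MP, 3 arrays), blood pDC (3 arrays), blood XCR1-negative dendritic cells (cDC2, 3 arrays), blood XCR1-positive dendritic cells (cDC1, 1 array) and in vitro derived MoDC (3 arrays) was hybridised to 17 one-colour arrays. pDC are dendritic cells specialised in interferon production, and cDC1 and cDC2 are the subsets of conventional dendritic cells. MoDC are dendritic cells obtained in culture. The study asked which sheep subset corresponds to which human and mouse subset, and the comparisons below address the sheep side of that question.

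The 75th percentile of the spot signals ranged from 194 on MP replicate 2 to 688 on MoDC replicate 2, in units of background-corrected brightness. The share of spots well above background ranged from 61.1% on MP replicate 1 to 80.2% on cDC2 replicate 2.

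Replicates were compared across the 11311 genes, which are not independent of each other. Pearson's r between arrays of the same subset ranged from 0.907 to 0.964 in B, from 0.934 to 0.956 in pDC, from 0.941 to 0.961 in MP, from 0.866 to 0.975 in MoDC and from 0.982 to 0.989 in cDC2. The median SD between replicates on the log2 scale was 0.44 in B (n = 4), 0.41 in pDC, 0.38 in MP, 0.70 in MoDC and 0.21 in cDC2 (n = 3 each). The 3 cDC2 arrays shared slide 4, whereas the replicates of the other subsets lay on different slides. Some arrays of different subsets were as close as replicates: B replicate 2 and pDC replicate 2 had an r of 0.936, above the lowest r within B and within pDC. cDC1 had no replicate, so its values have no error.

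The identity of the sorted subsets was then examined with control genes, of which 7 could be measured. *FLT3* was higher in pDC, cDC2 and cDC1 than in the other subsets, with means of 0.61 (n = 7) and -2.99 (n = 10), a difference of 3.60 on the log2 scale (exact permutation p = 0.000617, adjusted 0.00432). It was the only one of the 7 genes past an adjusted p of 0.05, both here and after quantile normalization, with the series table and with normexp. Leaving out MoDC replicate 3 changed this count most, to 2, because *CD14* then passed. Within slide 4, *FLT3* was 1.35 ± 0.13 (SD, n = 3) in cDC2 and 2.69 in cDC1, against -5.69 on the B array. In pDC it was -0.82 ± 0.58 (SD, n = 3), close to -1.20 ± 0.45 (SD, n = 3) in MP. On slides 1, 2 and 3 the pDC arrays were at -1.06, -1.24 and -0.16 and the MP arrays at -1.71, -0.88 and -1, so pDC was lower on slide 2 only.

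*CD14*, which encodes the marker used to sort MP, was 6.12 ± 0.78 (SD, n = 3) in MP and averaged 1.99 in the other subsets, a difference of 4.13 that did not pass after adjustment (exact permutation p = 0.0426, adjusted 0.0824, n = 3 and 14). Its level in MoDC was 6.21 ± 0.47 (SD, n = 3), and on slides 1, 2 and 3 the MP arrays were at 5.29, 6.84 and 6.23 and the MoDC arrays at 5.87, 6.03 and 6.75. *TCF4* was 1.19 ± 0.54 (SD, n = 3) in pDC, 0.85 ± 0.25 (SD, n = 4) in B and 0.72 ± 0.16 (SD, n = 3) in cDC2, and lower in MP (-0.75 ± 0.24, SD, n = 3) and cDC1 (-2.41). Its difference between pDC and all other arrays was 1.91 (exact permutation p = 0.121, adjusted 0.141, n = 3 and 14). *TCF4* was not well above background on MoDC replicate 3.

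*BATF3*, *XCR1* and *CADM1* were each highest on the cDC1 array, at 6.24, 2.61 and 2.44, of which *CADM1* encodes a marker of the sort. The means of the other 16 arrays were 0.94, -3.33 and -1.02. One array against 16 cannot give an exact permutation p below 0.0588, which each of these genes reached (adjusted 0.0824), so this comparison could not pass. The cDC1 array was also above the 3 cDC2 arrays and the B array of its own slide for all of these genes. The *SIRPA* probe was not well above background on any array, so no difference could be read from it.

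**Figure D1:**
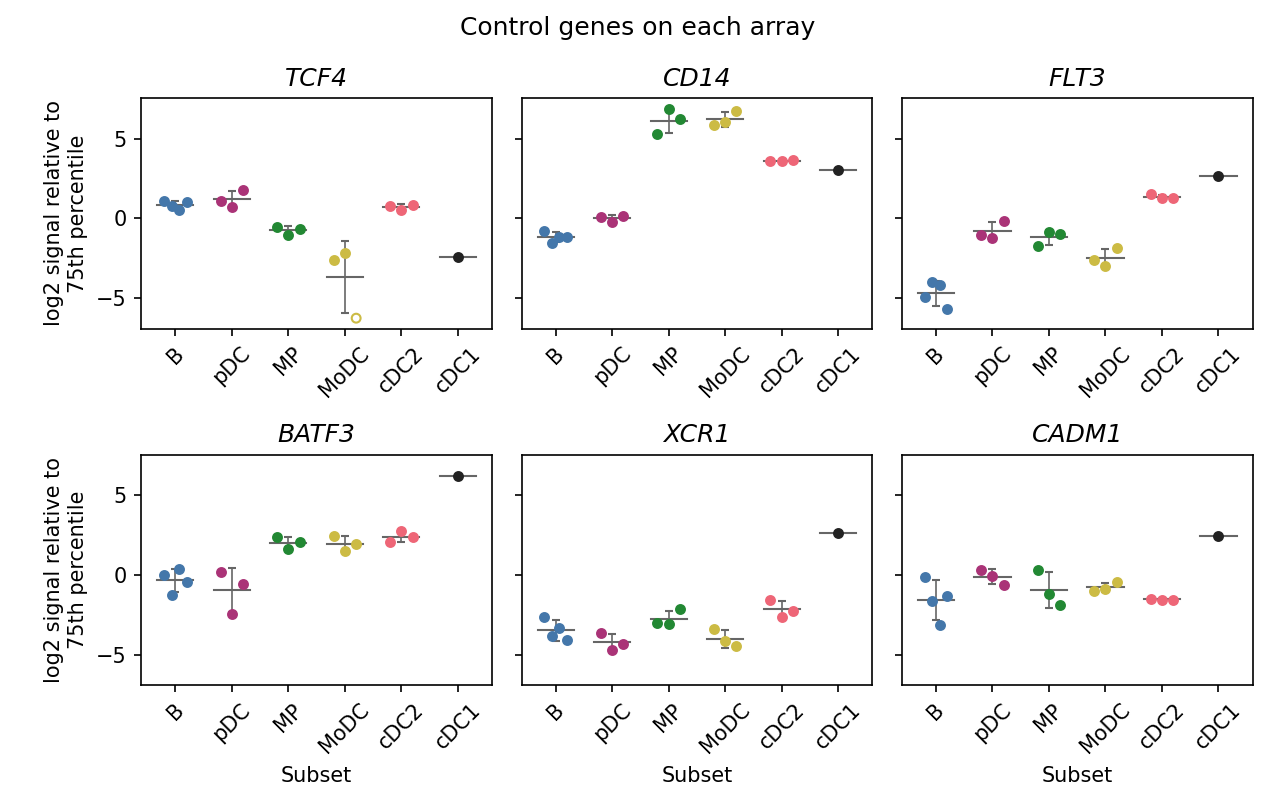
Log2 signal relative to the 75th percentile of the array (vertical axis) for 6 control genes in each subset (horizontal axis); points are arrays, filled where the probe was well above background and open where it was not, horizontal lines are means and bars are SD (none for cDC1, 1 array). The cDC1 array lies highest for *BATF3* (6.24), *XCR1* (2.61) and *CADM1* (2.44), and *CD14* averages 6.12 in MP and 6.21 in MoDC.

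Next, the 5 replicated subsets were compared pairwise. The limma fit called 1043 genes between B and pDC, 9.2% of the 11311 genes tested and the lowest number of the 10 pairs. It called 4080 between B and MoDC (36.1%), the highest number. The alternative that moved a count most was slide as a block for MP against cDC2, which gave 98 genes in place of 1271. B differed from MP by 2744 genes and pDC differed from MP by 2932 genes. MoDC differed from pDC by 3727 genes and from MP by 2925 genes. For these 6 pairs, all among subsets present on slides 1 to 3, slide as a block gave 1168 (B against pDC), 2962 (B against MP), 4356 (B against MoDC), 3211 (pDC against MP), 4159 (pDC against MoDC) and 3416 genes (MP against MoDC). Of the genes called without the block, 925, 2611, 3884, 2908, 3696 and 2912 were called again.

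Of the called genes, 52.2% were higher in B than in pDC, 53.5% higher in B than in MP, 59.5% higher in B than in MoDC, 50.4% higher in pDC than in MP, 55.6% higher in pDC than in MoDC and 55.8% higher in MP than in MoDC. These shares depended on the scaling. After normexp they were 44.8% for B over pDC, 44.5% for B over MP and 45.1% for pDC over MP, and with the authors' series values 50.9% for B over MoDC, 48.1% for pDC over MoDC and 48.8% for MP over MoDC. Leaving out pDC replicate 1 lowered the count between B and pDC to 657, of which 45.5% were higher in B.

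The 4 pairs with cDC2 set slide 4 against slides 1 to 3, except for B replicate 4. Without a block, cDC2 differed from B by 2618 genes, from pDC by 2285, from MP by 1271 and from MoDC by 3782. With slide as a block, 939, 426, 98 and 939 genes were called, of which 907, 415, 96 and 897 were among the genes called without it. In that fit only B replicate 4 links slide 4 to the other slides, and the median standard error of a difference rose from 0.42 to 0.53 for B and from 0.45 to 0.64 for pDC, MP and MoDC. The difference kept its sign in nearly all of the genes lost: it had the opposite sign in 2, 21, 8 and 25 of the genes called without the block. Without cDC2 replicate 3 the count between MP and cDC2 was 627, and without MoDC replicate 3 it was 1922.

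Of the genes called without a block, 39.4% were higher in MoDC than in cDC2. In the series table the calls were even, with 1429 genes higher in MoDC and 1430 in cDC2, and the median difference of all genes between MoDC and cDC2 shifted by 0.27 on the log2 scale. For MP against cDC2, 44.5% were higher in MP, and 56.6% after normexp, where the median shifted by 0.18.

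**Figure D2:**
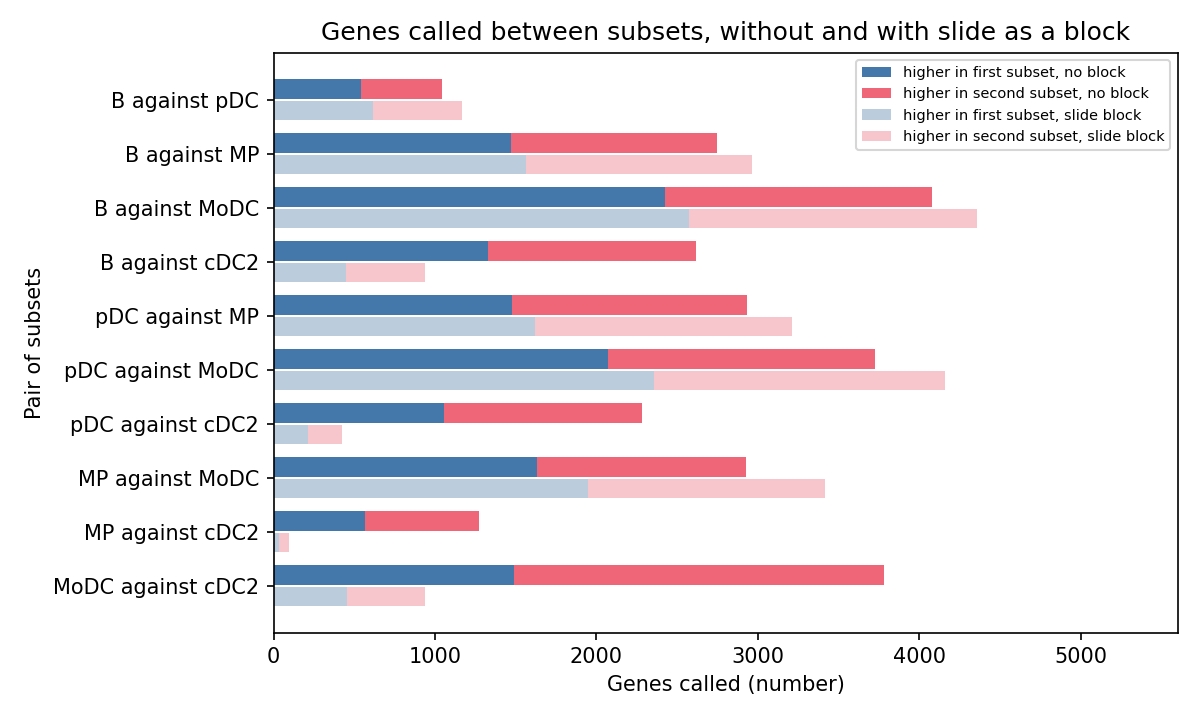
Number of genes called (horizontal axis) for each pair of subsets (vertical axis); the upper dark bar of a pair is the limma fit without a block and the lower pale bar the fit with slide as a block, each split into genes higher in the first and in the second subset. With slide as a block the 4 pairs with cDC2 drop to between 98 and 939 genes, while the 6 other pairs rise.

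Genes that set 1 subset apart were then ranked. Called higher in all 4 pairs of a subset were 127 genes in B, 170 in pDC, 106 in MP, 463 in MoDC and 93 in cDC2. With slide as a block these were 88, 106, 13, 294 and 10, of which 83, 88, 11, 268 and 10 were among the genes called without it. Of the genes called without the block, 110, 161, 106, 404 and 46 also lay above every other array, cDC1 included. The top gene of B was *CR2*, at 4.22 ± 0.02 (SD, n = 4), 56.9-fold above MoDC, the subset with the next highest mean (limma adjusted p = 0.000102, higher on 4 of 4 arrays). The top gene of MP was *PTGS2*, at 5.61 ± 0.32 (SD, n = 3), 28.9-fold above B (limma adjusted p = 0.00122, higher on 3 of 3 arrays). A second probe that the files name PGHS2 ranked next in MP, 27.2-fold above B. With slide as a block neither was called in all 4 pairs of MP. The other top genes had no symbol. Among them, probe A_70_P026671 was 147-fold higher in pDC than in cDC1, the next highest, and probe A_70_P000366 was 1140-fold higher in MoDC than in cDC2, the next highest. Both were well above background on all arrays of these subsets. None of the top 5 genes of the cDC1 array or of cDC2 had a symbol.

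The Min against Max rule gave fingerprints of 318 genes for B, 371 for pDC, 395 for MP, 656 for MoDC, 239 for cDC2 and 1133 for cDC1. Exchangeable arrays would give 4.8 genes for 4 arrays, 16.6 for 3 and 665 for 1. Requiring a 1.5-fold gap moved these sizes most, to 44 genes for cDC2 and 82 for B. Among the 680 choices of 3 arrays, 1 had as many genes as MoDC, 2 as many as MP, 3 as many as pDC and 6 as many as cDC2, the subset itself included. Among the 2380 choices of 4 arrays, 2 had as many as B. As a single array, cDC1 was exceeded by MoDC replicate 3, which was highest for 1937 genes, so its number was not comparable with those of the replicated subsets. Without MoDC replicate 3 the MoDC fingerprint had 1118 genes, and without MoDC replicate 1 it had 1027.

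Relative signatures were counted with the same rule. For pDC over both cDC subsets there were 2216 genes, for cDC1 and cDC2 over pDC 2610, for cDC1 and cDC2 over MP 2536, and for MP over cDC1 and cDC2 2007. MP exceeded MoDC in 2282 genes and MoDC exceeded MP in 1871, which became 3544 and 2958 without MoDC replicate 3. For cDC1 over pDC and cDC2 there were 2536 genes, and for cDC2 over pDC and cDC1 1403. Requiring a 1.5-fold gap moved these most, cDC1 over pDC and cDC2 to 634.

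Of the 13 testable entries among the signature genes that the study names, 11 met the rule. They were chosen in part on these arrays, so the count is not independent evidence. *XCR1* (61.7-fold), *FLT3* (21.9-fold) and *CADM1* (11.04-fold) were higher on the cDC1 array than the mean of all other arrays. *FLT3* was 7.38-fold higher in cDC than in MP. *BATF3* (19.9-fold), *ICAM1* (10.9-fold) and *IL1B* (3.52-fold) were higher in cDC than in pDC. In cDC2, *CSF1R* was at least 4.82-fold, *ITGAM* at least 1.33-fold and *IL1B* 3.45-fold higher than the mean of the pDC and cDC1 arrays. Neither *CSF1R* nor *ITGAM* was well above background on any pDC or cDC1 array. *ITGAM* encodes CD11b, and the study sorted cDC2, cDC1 and pDC all as negative for CD11b. The sort therefore selected against it in each of the subsets compared here. For *ITGAM* the lowest signal well above background on the cDC1 array (-4.72) lay above the cDC2 mean (-4.75). Its difference from cDC1 could therefore not be read, and it met the rule there through a cDC1 signal below background (-6.55). The 2 entries that failed were *TCF4* in pDC over cDC, by 0.11 on the log2 scale, and *VEGFA* in MoDC over all others, by 0.05. Normexp moved the count most, to 8, as *CSF1R*, *ITGAM* and *IL1B* of cDC2 then failed. *VEGFA* met the rule after quantile normalization and in the series table.

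To compare the subsets with human and mouse fingerprints, gene set tests were run on sets with at least 5 named genes. Only the mouse MoDC set (8 of 494 genes measured) and the mouse pDC set (5 of 138 genes) qualified. In the 20 tests with fgsea, the smallest adjusted p from gene permutation was 0.214 and none was under 0.05, while 4 had an unadjusted permutation p under 0.05. These were the mouse pDC set, higher in pDC than in MP (normalized enrichment score 1.62, gene permutation p = 0.0139), than in MoDC (1.66, permutation p = 0.0237) and than in cDC2 (1.59, permutation p = 0.0447), and the mouse MoDC set, higher in MoDC than in MP (score of MP relative to MoDC -1.47, permutation p = 0.0428). camera called 0 pairs as well. fry, a rotation test that permits correlation between genes, moved this result most. It asks whether the genes of a set differ at all, not whether they differ more than other genes. In the pairs of MoDC, 25.9% to 36.1% of all genes were called, so a call by fry there does not single out the set. fry called the mouse MoDC set higher in MoDC in 4 of 4 pairs. It called the mouse pDC set higher in pDC in 2 of 4, against B and against MP. It also called the mouse MoDC set higher in MP than in B, so its calls were not restricted to MoDC.

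The human and mouse cDC1 fingerprints were ranked on the single cDC1 array with no test. The median difference of the 4 measured genes of the human cDC1 fingerprint (*BATF3*, *CADM1*, *FLT3* and *XCR1*) lay at percentile 100 of matched random lists against each of the 5 other subsets, with medians between 3.91 (cDC2) and 6.34 (B) on the log2 scale. For the mouse fingerprint, of which only *CADM1* and *XCR1* were measured, the percentiles were 99.95 to 100 and the medians 4.37 to 5.04. Of the arrays left out in turn, pDC replicate 1 moved the lowest percentile with *CADM1* most, to 99.73. *CADM1* was a marker of the sort, so its high level was selected for. Without it the human list of 3 genes lay at percentiles of 99.99 to 100, and the mouse list consisted of *XCR1* alone (98.56 to 100), which is no ranking of a list. All of these genes were also control or signature genes, so these percentiles add no further genes. Relative to the 3 cDC2 arrays, 599 genes were at least 2-fold above the highest and 664 at least 2-fold below the lowest on the cDC1 array. A limma fit that assumed that cDC1 varies like the other subsets changed these counts most, to 83 and 68.

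Finally, the arrays were clustered. The arrays of each of the 5 replicated subsets formed their own branch. The genes had been selected for separating subsets, but the branches were also complete with all 11311 genes. B joined pDC, cDC1 joined cDC2, and MP joined the branch of cDC1 and cDC2, after which MoDC joined. Across 24 settings the first of these joins was found in 24, as was that of cDC1 with cDC2. The place of MP differed: it joined cDC in 10 settings and MoDC in 14.

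**Figure D3:**
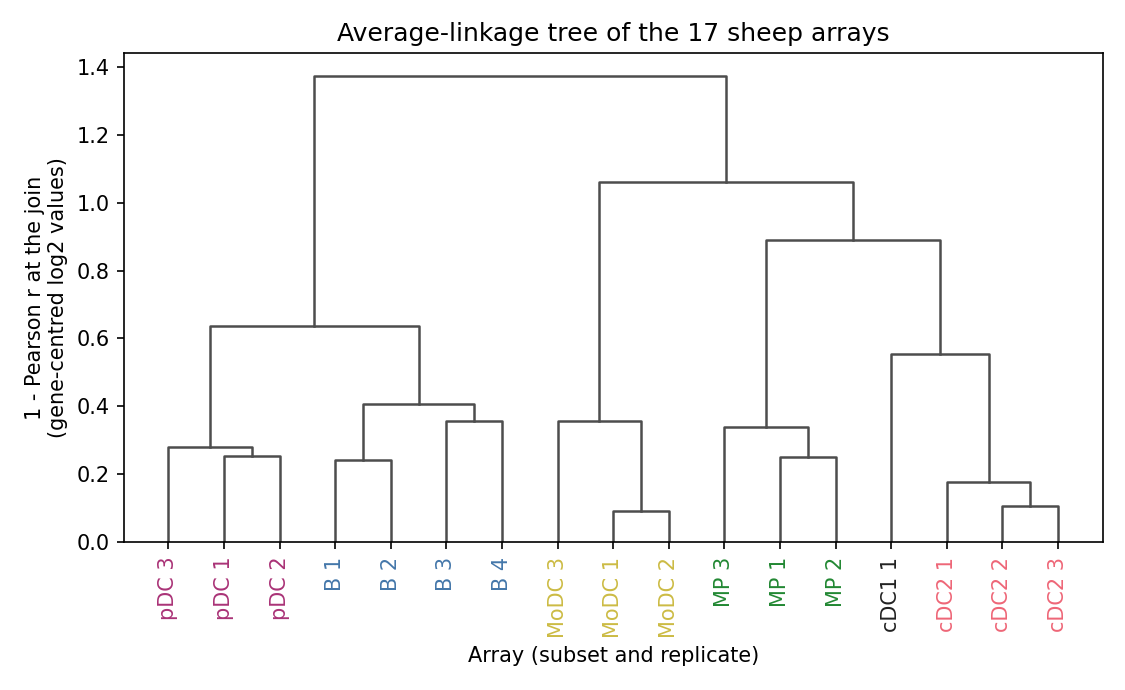
Average-linkage tree of the 17 arrays (horizontal axis, coloured by subset), with 1 minus Pearson's r of gene-centred log2 values at each join on the vertical axis. Replicates join first within their subset, B beside pDC and cDC2 beside cDC1, and MP joins cDC here but MoDC in 14 of 24 settings.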

Values the study reported

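For the sheep pDC compared with the cDC2, the study gave normalized enrichment scores of 1.29 for the mouse and 1.24 for the human pDC fingerprint, with false discovery rates of 1.0 for both. In most of its other comparisons the study found sheep pDC enriched for these fingerprints. It found sheep MoDC enriched for the human and mouse MoDC fingerprints throughout. The missing enrichment over cDC2 was read there as probable pDC among the sorted cDC2.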

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

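The spike-in test was chosen only after the result was seen. The arrays carry control spots for synthetic E1A RNA that is added during labelling, which no comparison above uses. On the 4 arrays of slide 1, the median signal of the brightest E1A spots ranged from 1436.56 to 2503.57, against 24924.96 to 143267.35 on the 13 arrays of slides 2 to 4. The signal on slide 1 was nevertheless far above the negative control spots, whose median signals ranged from 1.42 to 6.47 over all arrays. What drew attention is therefore a signal in control spots that differs between slides.

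A dimmer labelling or scan of slide 1 as a whole was tested, since it would lower all spots alike. The 75th percentile of the other spots on slides 2 and 3 was 1.05-fold that of slide 1, whereas the E1A spots differed 40.1-fold, which argues against it. A candidate explanation that stays open, and that was not tested, is that the labelling for slide 1 held less spike-in RNA. Because the 75th percentile shift uses no control spot, the spike-in signal enters none of the values reported above. Slide 1 held replicate 1 of B, pDC, MP and MoDC, so the difference follows no subset, and no biological explanation was tested.

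Among the 4 B arrays, the only group of at least 4, each of the 12 quantities tested (signal levels of named genes, 75th percentile and share of spots well above background) was examined with Dixon's test for a single distant array. The highest ratio was 0.614, for *ICAM1*, and none passed the 95% critical value. Groups of 3 are too small for this test.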

How the results depend on the processing

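Normexp on median intensities, the set test with all filtered genes as background and the cDC1 lists without *CADM1* were chosen after seeing the data; the other alternatives were not. All 40 results tried under quantile normalization and the mean over probes stayed within 1.5 times, or on the same side of the threshold. Which subset of a pair had more of the called genes was less stable. Of 25 settings per pair, this changed in 7 for B against pDC, 2 for B against MP, 7 for B against cDC2, 7 for pDC against MP, 2 for pDC against MoDC, 1 for pDC against cDC2, 3 for MP against MoDC and 2 for MP against cDC2. It changed in 0 for B against MoDC and MoDC against cDC2, which came closest to even in the series table (50.9% higher in B, and 1429 and 1430 genes). Quantile normalization changed it for pDC against MP (49.2% higher in pDC) and MP against cDC2 (50.7% higher in MP).

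Normexp lowered 10 of 40 results by more than 1.5 times. The genes called became 672 (B against pDC), 1746 (B against MP), 1677 (B against cDC2), 1915 (pDC against MP), 1496 (pDC against cDC2), 845 (MP against cDC2) and 2451 (MoDC against cDC2). Genes of cDC over MP became 1516, and the cDC1 array had 236 genes above and 226 below cDC2. The cause was not tested. Normexp adds an offset of 50, which brings low signals closer together. The series table gave 369 and 442 genes for the cDC1 array above and below cDC2, and the cause was not tested there either. Without the filter on dim probes, genes of cDC1 over pDC and cDC2 became 3837, since more genes enter.

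Slide as a block lowered the pairs of cDC2 with B, pDC, MP and MoDC to 939, 426, 98 and 939 genes, and left the other 6 pairs within 1.5 times. Replicate number as a block, which follows the pairing of slides 1 to 3, changed no count by more than 1.5 times, with 888 genes for B against pDC and 1729 for MP against cDC2. Fitting a pair alone gave 2328 genes for pDC against MoDC, 1334 for MP against MoDC and 2346 for MP against cDC2, where the spread comes from 6 arrays only. The fit on all arrays gives each gene 1 spread for all subsets. The counts that fell are of pairs with MoDC, whose replicates differed most (median SD 0.70). The count that rose is of MP (0.38) and cDC2 (0.21). The counts of the main fit thus rest on a shared spread that the subsets do not have. Whether this alone moved the 3 counts was not tested.

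A minimal ratio above 2-fold, which uses no test and lets 1 array veto a gene, gave 516 (B against pDC), 1534 (B against MP), 1786 (B against MoDC), 1399 (B against cDC2), 1885 (pDC against MP), 1921 (pDC against MoDC), 1271 (MP against MoDC) and 1980 (MoDC against cDC2). A 1.5-fold gap, stricter by construction, lowered the fingerprints to 82 (B), 157 (pDC), 142 (MP), 312 (MoDC), 44 (cDC2) and 292 (cDC1). Relative signatures became 935 (pDC over cDC), 931 (cDC over MP), 1206 (cDC over pDC), 721 (MP over cDC), 1088 (MP over MoDC), 978 (MoDC over MP), 634 (cDC1 over pDC and cDC2) and 456 (cDC2 over pDC and cDC1). The limma fit with a pooled spread for cDC1 called 83 genes higher and 68 lower than cDC2, since it adds a test.

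fry called the mouse MoDC set in 4 of 4 pairs of MoDC (smallest adjusted p 7.01e-08), also in MP over B (adjusted p 0.00925), and the mouse pDC set in 2 pairs of pDC (smallest adjusted p 0.0162). These calls say that the genes differed, not that they differed more than other genes. fgsea with all filtered genes as background called the mouse MoDC set in 4 pairs (smallest adjusted p 0.0107 from gene permutation) and the mouse pDC set in 0. The moderated ranking and camera called 0 pairs for both sets. Without the filter on dim probes the human set of classical monocytes also reached 5 genes and was called in 0 pairs.

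Leaving out each of 16 arrays in turn, cDC1 excepted, moved these results. B against pDC ranged from 657 (without pDC replicate 1) to 1464 genes (without MoDC replicate 3), and MP against cDC2 from 627 (without cDC2 replicate 3) to 1922 (without MoDC replicate 3), the latter count moving in 6 runs. The subset with more called genes changed for B against pDC without B replicate 1 (49.5% higher in B) and without pDC replicate 1 (45.5%), for B against cDC2 without B replicate 4 (49.5% higher in B) and without MoDC replicate 3 (48.3%), and for pDC against MP without pDC replicate 2 (49.5% higher in pDC), pDC replicate 3 (49.6%), MP replicate 1 (49.3%) and MP replicate 3 (49.7%). The control genes past the threshold ranged from 1 to 2. Fingerprints ranged from 320 to 487 for B, 370 to 561 for pDC, 658 to 1118 for MoDC and 240 to 367 for cDC2, and MP over MoDC from 2283 to 3544 and MoDC over MP from 1871 to 2958. The highest of these sizes came without B replicate 3, pDC replicate 3, MoDC replicate 3 and cDC2 replicate 1, and without MoDC replicate 3 for both relative signatures, since fewer arrays must then meet the rule. Without MoDC replicate 1 the MoDC fingerprint had 1027 genes. The other results stayed within 1.5 times or on the same side.

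The place of MP in the tree changed. Beside the branch of cDC in the tree reported above, it joined MoDC in 9 of 16 runs without an array and in 5 of the other settings. The 5 replicated subsets kept their own branches in 24 of 24 settings.

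Normexp on mean intensities was not run because 4 files do not hold that column. Sets with fewer than 5 named genes were not tested. Signal over background limited the gene-level results: between 61.1% and 80.2% of spots were well above background, folds against a subset below it are lower bounds, and a difference between 2 dim subsets cannot be seen.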

Other observations

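The tests of slide 4, of T-cell and NK-cell markers and of a mixture of B and pDC as the whole cause, and the choice of splits within slide 4 and of those that part same-numbered arrays, were chosen only after the results were seen. The splits as such, the lower quartiles of the mixture of B and pDC and the single-array test were not.

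Whether the called genes between subsets could arise from any grouping of the arrays was tested by splitting the arrays of each pair in other ways. The numbers pair the arrays of B, pDC, MP and MoDC. In the 6 pairs among these the real split was therefore compared with those that part all same-numbered arrays (8 with B, 4 without). For B against cDC2 it was compared with the 4 splits within slide 4, and for cDC2 with pDC, MP and MoDC, which share no slide, with all 10. In each of the 10 pairs 1 of these splits gave as many genes, the real one. The lowest possible shares are 0.125, 0.25 and 0.1, so this count could not exclude chance in any pair and says nothing for or against it. In the pairs without B, other splits gave at most 11 genes, against 1271 to 3782 called. Among the pairs with B, the other splits compared gave at most 2 genes against pDC and 0 against cDC2, but up to 1072 against MP and 1592 against MoDC. The splits left out keep at least 1 same-numbered pair on one side or, for B against cDC2, mix the slides, and none of them gave as many genes as the real one.

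The cDC2 replicates differed less (median SD 0.21 on the log2 scale) than those of the other subsets (0.38 to 0.70). They were also the only replicates on a common slide, so a smaller biological spread cannot be told apart from the absence of slide differences. Per the labels, cDC2 were sorted from the blood of several sheep, and the file name of cDC2 replicate 2 calls it a pool. How many animals each cDC2 array holds is not stated. Averaging over several animals may therefore lower this spread as well, which was not tested. The same layout raises the question whether the genes called between cDC2 and other subsets come from slide 4. A shift of slide 4 shared by all subsets, as the whole cause, would leave about as few genes with slide as a block as unchanged groups give in the same fit. That number was taken from 100 shuffles, in which the deviations of the 16 replicated arrays from their subset means were placed on the arrays in random order. With slide as a block, 939 (B), 426 (pDC), 98 (MP) and 939 genes (MoDC) were still called, and 5, 4, 1 and 0 of the shuffles gave as many. This argues against such a shift as the whole cause for pDC, MP and MoDC, narrowly for pDC. For B the share of shuffles (5 of 100) was not under 0.05, so this count does not decide. Such a shift would, however, move B replicate 4, on slide 4, from the other B arrays by the full difference of cDC2 from them. In the 2741 genes called without this array it moved by a median of 21.31% of the difference, against -2.22% to 8.38% for the other B arrays tested in the same way, which argues against such a shift as the whole cause for B as well. Shuffles gave a median of 0 genes but up to 2229 (B), so this fit can give many calls without a difference between subsets. How much of the differences is due to the slide stays open, since the shift of B replicate 4 was above that of the other B arrays, and because B replicate 4 is the only array that links slide 4 to the others. Its own shift from the other B arrays had the sign of the called difference in 69.9% (B), 72.9% (pDC), 62.5% (MP) and 68.7% (MoDC) of the called genes, and amounted to a median of at most 18.3% (pDC) of the difference. A part of these differences may therefore be technical, or differ between the animals, and a shift that differs between subsets was not tested.

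Markers of T and natural killer (NK) cells were high in pDC. Of the listed markers 4 were measured, and 3 (*CD3D*, *CD3E* and *GNLY*) had their lowest pDC array above every other array, by 0.22, 1.26 and 1.88 on the log2 scale. *CD3E* averaged 4.17 in pDC and at most 1.57 elsewhere, and *GNLY* 3.39 in pDC and at most -0.08 elsewhere. *CD28* was well above background on only 1 of 3 pDC arrays, at a mean of -5.69. A candidate explanation is the presence of T or NK cells in the pDC sort. It cannot be told apart from expression of these genes by pDC themselves, since 3 genes with strong signal are too few, *CD28* was dim and *CD3D* was also at 2.26 in B. The difference between tissues (blood against spleen) stays open as well, although cDC2 and cDC1, also from blood, were lower for each of the 3 genes. Of other markers, the beta-globin gene *HBB* was well above background on all 7 arrays of blood subsets, at means of -1.83 (pDC), -0.96 (cDC2) and 0.83 (cDC1), and on 1 of the 7 spleen arrays. The granulocyte marker *LTF* was highest in MoDC, at 0.77 ± 0.89 (SD, n = 3).

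B and pDC joined each other in the tree and, in the fit without a block on all arrays, had the fewest called genes of the 10 pairs (1043). This rank depended on the fit. With slide as a block the 4 pairs with cDC2 had fewer genes (98 to 939) than B against pDC (1168). Without cDC2 replicate 3, MP against cDC2 had 627 genes and B against pDC 881. Cells of one sort in the other were tested with genes at least 8-fold higher in one subset than in the subsets other than these. If B cells made up a share of the pDC sort, all 27 such B genes should lie in pDC at least at that share of their B level. This takes B cells among the pDC to have the levels of the B arrays, although B came from spleen and pDC from blood. Their ratios had a lower quartile of 11.5%, a median of 27.6% and an upper quartile of 62.2%, with 5 genes under 10% and 10 over 50%. For 75 pDC genes in B the lower quartile was 11%, the median 14.8% and the upper quartile 27.3%, with 18 genes under 10% and 10 over 50%. A mixture as the whole cause would bring all these genes to 1 share. Of the B genes, 3 stayed under 10% between any 2 arrays of the subsets while 5 stayed over 50%, and of the pDC genes 10 and 3. This argues against a mixture of cells with the measured levels as the whole cause, in both directions. Cells of the other tissue with other levels of these genes were not tested. Each lower quartile stayed just above the 10% set beforehand as the mark against any mixture, so a smaller share stays open. Since every such gene should lie at least at that share, the lowest ratios limit it: 10% of the B genes lay under 6.76% in pDC, and 10% of the pDC genes under 1.99% in B. The B gene *CR2* lay lower still, at a log2 mean of 4.22 in B and -2.32 in pDC. It was well above background on all 3 pDC arrays. For cells with the measured levels these shares are therefore upper limits. A mixture below them cannot be told apart from genes that both cell types express. Blood B cells with lower levels of these genes could make up a larger share of the pDC sort. The study judged from its enrichment results that residual B cells were likely in its sheep pDC.

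That cDC1 had the largest fingerprint was tested against its having a single array, which no second replicate can contradict. With 1 array drawn per subset, cDC1 had the most genes in 36.1% of the 324 choices, MoDC in 38.9% and B in 25.0%, and the median sizes were 2210 for cDC1 and 2220 for MoDC. This is consistent with the single array as a reason for the size of the cDC1 fingerprint. The share lies above the 1 in 6 that equal subsets would give, so some excess of cDC1 genes stays open.

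MoDC replicate 3 stood apart from the other MoDC arrays. It was the highest of all 17 arrays for 1937 genes, against 663 and 565 for the other MoDC arrays, and its r with MoDC replicate 1 was the lowest within a subset (0.866). Without it, the fingerprint of MoDC rose from 656 to 1118 genes, but without MoDC replicate 1 it rose to 1027, so this does not single out replicate 3. In the series table its column had an SD of 2.64 and a lowest value of 1.14, where the other 16 had 2.70 and -1.43. No explanation was tested, and culture and array differences remain open.

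For the mouse pDC set between pDC and cDC2, the adjusted p here was 0.214 with 5 measured genes. That is lower than the value quoted from the study above. The tests adjusted together here need not be those of the study. The moderated ranking (0.4831) and camera (0.4545) gave higher adjusted p than 0.214. Lower ones came from fry (0.1833), which does not set the genes against other genes, and from fgsea with all filtered genes as background (0.197). Nothing is therefore concluded from the difference to the value of the study.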
